A study of Homo sapiens with 6 samples.

How the data were processed

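Gene expression was measured by RNA-seq of total RNA from SW403 cells, in PCR-amplified Illumina libraries per the labels. How ribosomal RNA was excluded is not stated in the labels. SW403 is an established human colon adenocarcinoma cell line. The 6 libraries fall into 2 groups of 3 by their titles, control and IRS2 knockdown, each numbered 1 to 3. The titles name a knockdown, while the descriptions of the knockdown samples carry the letters KO and those of the control samples the letters NS. How IRS2 was lowered is not stated. Per the labels, the cells were seeded in triplicate and grown for 24 h, with no treatment added. The labels do not say whether the 3 cultures of a group came from separately made knockdown or control lines, so the spread between replicates is read here as the spread between cultures.

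The authors deposited 2 tables of the whole series. The first holds whole-number read counts per gene symbol, one column per library. The aligner, the counting tool, the strand setting, the genome build and the annotation are not stated in the labels or in the files. The second table, deposited by the authors without a stated unit, holds a normalized signal: the counts of each library divided by a single constant. Within a library, the ratio of count to deposited value varied between genes by at most 9.76e-15 of itself. The constants, from 0.847 to 1.25, equalled median-of-ratios size factors computed here from the counts in the digits kept. Only genes whose counts sum to at least 10 over the 6 libraries are listed in it. The deposited count table gives no coordinates. A location is given only for IRS2 and comes from the GENCODE version 44 annotation lifted to GRCh37, which may not be the annotation that was used for counting. Column names matched the sample descriptions, and 0 columns of per-sample values were left unused.

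Differential expression was tested on the counts as deposited with edgeR 4.0.16 in R 4.3.3, using TMM factors, its filterByExpr filter and the quasi-likelihood F-test, with group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and 0.05 was the threshold. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. CPM values printed for single genes are counts scaled to the total counts of each library. With 3 libraries per group, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so p-values come from the model fitted across all genes.

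Before the data were examined, 10 gene lists were written by hand from general knowledge of each process. They are not a published collection. They were tested with camera from limma 3.58.1, two-sided, with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and adjusted over the 10 lists. The mitochondrially encoded genes carry other symbols in the count table (COX1 for MT-CO1, for example) and were matched through a table of those symbols. The named genes followed a rule set at the same time: IRS2, IRS1, INSR, IGF1R, AXIN2 and LGR5; the 6 largest rises and the 6 largest falls among genes past the threshold with a mean of at least 100 counts and no overlap between groups; and the 3 members with the smallest p in the direction of each list past its threshold. A gene named outside this rule is said to have been chosen after its values were seen.

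The alternatives were set at the same time too, and were DESeq2 size factors, upper-quartile factors or library size alone in place of TMM; no filter, or a mean of at least 50 counts; the Wald test of DESeq2 1.42.0; limma voom; counts thinned to the smallest library; limma on log2 of the deposited normalized values plus a pseudocount of 1; an adjusted p threshold of 0.01; other list tests; and leaving out each library. The replicate numbers come from the sample titles and are shared by both groups, so a fit with the replicate number as a block was also run. The deviations of same-numbered libraries from their group means had correlations of 0.04, -0.01 and -0.10, with a mean of -0.02. A correction for transcript length and GC content was added after the data were seen. It subtracted, in each library, a spline trend of log2 CPM with log length and GC content. Length and GC content came from 1 canonical transcript per gene, and 97.8% of the tested genes had one.

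Words in 3′ untranslated regions were tested over genes with a mean of at least 200 counts and a region of at least 50 nt, for words found in at least 30 genes. Log2 fold changes were limited to ±1.2, and linear and squared terms for the length and GC content of the region and of the transcript were regressed out. The mean of the genes with a word was then divided by its standard error to give z. Random gene lists were matched on mean expression and drawn 10000 times.

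The scripts were tested on simulated counts drawn from the real gene means, dispersions and library sizes, with 200 genes changed by known amounts. Of the 194 changed genes that passed the filter among 13809 tested, edgeR recovered 151, with 6 false calls. A simulated length trend lowered the ribosomal protein list in camera, and the list was no longer past the threshold after the correction (limma camera adjusted p 0.755, 13794 genes).

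Total counts per library ranged from 11816973 to 18114656. The smallest expression that 3 counts can show was between 0.166 and 0.254 CPM. This floor covers counting error only, since reads amplified without molecular identifiers are not independent molecules.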

Results

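RNA-seq was used to compare cells of the SW403 colon adenocarcinoma line with normal IRS2 expression (3 control libraries) and cells in which IRS2 was knocked down (3 libraries). IRS2 encodes insulin receptor substrate 2, an adaptor protein that links the insulin and IGF1 receptors to downstream kinases. The series asks about the role of this gene in colorectal cancer that spreads to the brain. The count table covered 26490 gene symbols, of which 6608 had no read in any library, and 13832 passed the expression filter. The control libraries held 12585013, 12561390 and 11816973 counts. The knockdown libraries held 14329348, 17065701 and 18114656 counts, so every knockdown library was deeper than every control library. The 10 most abundant genes took between 6.02% and 6.56% of the counts of a library. The 13 mitochondrially encoded protein genes took 5.28% to 5.58% in control and 5.78% to 5.81% in knockdown libraries.

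Libraries of the same group resembled each other more than libraries of different groups. Pearson correlations of log2 CPM across genes ranged from 0.992 to 0.994 within groups and from 0.980 to 0.982 between groups. The first principal component held 63.3% of the variance and separated the groups, with control libraries between -25.1 and -24.1 and knockdown libraries between 24.4 and 25.2. The common biological coefficient of variation was 3.0%. No replicate pair agreed within counting error. The chi-square statistic of the counts over genes divided by its degrees of freedom ranged from 1.41 to 2.86 over the 6 pairs. This test covers counting error only. Amplified reads are not independent molecules, so the excess cannot show that the libraries are separate samples. All libraries were treated as separate samples because their titles number them so.

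The targeted gene was examined first. IRS2 lies on chromosome 13 (GRCh37, 110405042 to 110438930) and has 2 exons in the GENCODE annotation. It had 408, 437 and 381 counts in the control libraries and 186, 210 and 216 counts in the deeper knockdown libraries. This corresponded to 33.2 ± 1.42 CPM in control (SD, n = 3) and 12.4 ± 0.535 CPM in knockdown (SD, n = 3). The log2 fold change of IRS2 was -1.39 ± 0.07 (SE), a 2.62-fold decrease, with an adjusted p of 3.12e-11 in edgeR's quasi-likelihood test. With the replicate number as a block, where the deviations of same-numbered libraries had a mean correlation of -0.02, the log2 fold change of IRS2 was -1.39 and the edgeR adjusted p was 2.66e-09. The alternative that moved the log2 fold change most, leaving out control replicate 2, gave -1.35. IRS2 ranked 26 by p-value, and 44 genes with a mean of at least 100 counts fell by more.

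Of the other genes at this step of the pathway, IRS1, INSR and IGF1R showed no difference past the threshold, while IRS4, which encodes another insulin receptor substrate, fell. IRS1 was at 18.5 ± 1.16 CPM in control and 20.2 ± 1.41 CPM in knockdown (SD, n = 3 each; edgeR adjusted p 0.138). INSR, the insulin receptor gene, was at 21.1 ± 0.627 and 23.2 ± 1.87 CPM (SD, n = 3 each; edgeR adjusted p 0.0786). IGF1R was at 59.3 ± 2.90 and 60.5 ± 8.15 CPM (SD, n = 3 each; edgeR adjusted p 0.622). In the fit with the replicate block (mean correlation of same-numbered deviations -0.02), the edgeR adjusted p was 0.179 for IRS1, 0.0896 for INSR and 0.496 for IGF1R. INSR passed the threshold when knockdown replicate 1 was left out (log2 fold change 0.23, edgeR adjusted p 0.0266), and IGF1R changed sign in that fit (-0.0513). IRS4, chosen after its values were seen, was at 69.2 ± 7.94 CPM in control and 23.3 ± 1.06 CPM in knockdown (SD, n = 3 each). Its log2 fold change was -1.54 ± 0.07 (SE), a larger fall than that of IRS2, with an edgeR adjusted p of 1.07e-11 without the block and 4.16e-10 with it.

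**Figure D1:**
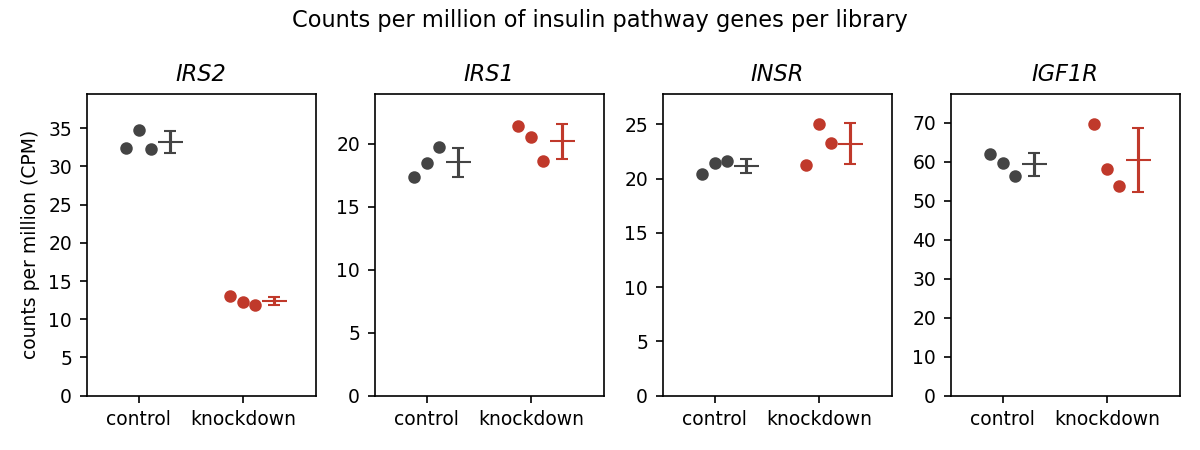
Expression in CPM of IRS2, IRS1, INSR and IGF1R in each library, with points for the 3 libraries of a group and, beside them, the mean with its SD. For IRS2 the 3 knockdown libraries lie around their mean of 12.4 CPM, all below the control libraries at 32.2 to 34.8 CPM, while the groups overlap for the other genes.

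The comparison of knockdown with control gave 5329 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 38.5% of those tested. Of these, 2676 were higher and 2653 were lower in knockdown. The median absolute log2 fold change of these genes was 0.29, so most of the differences were small. The 3 values of each group did not overlap for 48.4% of the tested genes, against the 10% that chance gives for 3 against 3. The p-values measure the spread between cultures, and whether these came from separately made lines is not stated. The p-values thus cannot separate lower IRS2 from other differences between the lines. With the replicate block (mean correlation of same-numbered deviations -0.02), 4862 genes passed, of which 2455 were higher and 2407 lower, and 4833 of them were called in the same direction without the block. The alternative that moved the total most was the Wald test of DESeq2, which called 3599 genes, of which 1654 were lower. It was run without the expression filter, on 19876 genes, and with the size factors of DESeq2. The test itself is thus not the only difference from the main fit.

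Large differences were unevenly split. Of the 678 genes past the threshold that also changed at least 2-fold, 81 were higher and 597 were lower in knockdown. In the fit with the replicate block (mean correlation of same-numbered deviations -0.02), 79 were higher and 593 lower. The imbalance was concentrated at low expression. Among genes with a mean under 50 counts, 428 fell and 45 rose at least 2-fold, while among genes with a mean of at least 500 counts, 7 fell and 6 rose. When only genes with a mean of at least 50 counts were tested, 173 fell and 34 rose at least 2-fold.

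**Figure D2:**
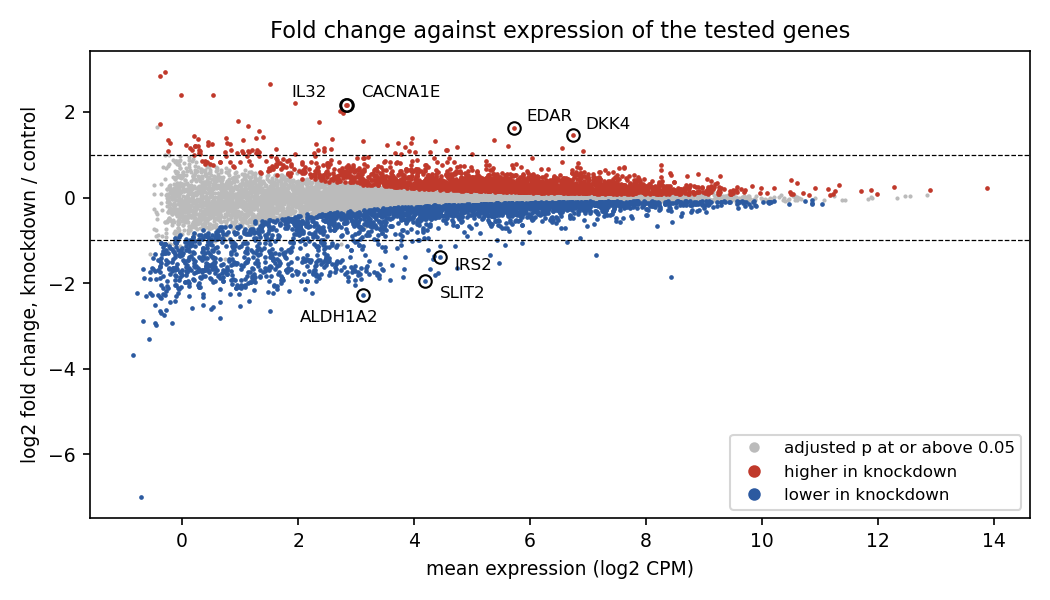
Log2 fold change of knockdown against control for each of the 13832 tested genes, plotted against mean expression in log2 CPM; grey points are genes with an adjusted p at or above 0.05, red points are higher and blue points lower in knockdown, and dashed lines mark a 2-fold change. Large falls (597 genes) outnumber large rises (81 genes), mostly at low expression.

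The 6 genes with the largest rise were IL32, CACNA1E, EDAR, DKK4, ERBB3 and TULP3. IL32 rose from 2.35 ± 0.587 to 10.3 ± 0.780 CPM and CACNA1E from 2.40 ± 0.296 to 10.6 ± 0.644 CPM (SD, n = 3 each), with log2 fold changes of 2.16 ± 0.16 and 2.15 ± 0.15 (SE). DKK4 had the smallest p-value of all tested genes. It rose from 56.0 ± 1.60 to 150.6 ± 2.84 CPM (SD, n = 3 each; log2 fold change 1.46 ± 0.04 SE, edgeR adjusted p 1.16e-14). EDAR had a log2 fold change of 1.63, ERBB3 of 1.40 and TULP3 of 1.35. The 6 genes with the largest fall were ALDH1A2, SAMD11, SLIT2, EMB, CDH2 and PCDH9. ALDH1A2 fell from 15.5 ± 0.541 to 3.14 ± 0.136 CPM and SLIT2 from 31.2 ± 1.62 to 7.82 ± 0.548 CPM (SD, n = 3 each), with log2 fold changes of -2.27 ± 0.12 and -1.96 ± 0.08 (SE). CDH2, the N-cadherin gene, fell from 20.2 ± 0.840 to 5.23 ± 0.251 CPM (SD, n = 3 each). SAMD11, EMB and PCDH9 had log2 fold changes of -2.05, -1.95 and -1.92. Among these 12 genes, edgeR's largest adjusted p was 5.29e-09, that of IL32. When the replicate block was included (mean correlation of same-numbered deviations -0.02), the log2 fold change of IL32 was 2.16 and its edgeR adjusted p 1.32e-07, again the largest of the 12.

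Gene lists were then compared to ask whether the processes linked to IRS2 moved together. Of the 10 lists, 4 had a camera adjusted p under 0.05 (limma). The sterol biosynthesis list was lower, with a median log2 fold change of -0.22 and 23 of 24 genes below 0 (adjusted p 2.95e-05). The ribosomal protein list was lower, with a median of -0.08 and 65 of 74 genes below 0 (adjusted p 0.000181). The list of nuclear-encoded respiratory chain and ATP synthase subunits was lower, with a median of -0.08 and 63 of 75 genes below 0 (adjusted p 0.00106). The Wnt target list was higher, with a median of 0.15 and 20 of 27 genes above 0 (adjusted p 0.00127). With the replicate block (mean correlation of same-numbered deviations -0.02), the adjusted p was 6.71e-05 for the sterol list, 0.00139 for ribosomal proteins, and 0.0028 for both the nuclear respiratory chain and the Wnt targets. The direction of each was the same under the 3 other scalings. When the correlation between genes was estimated within each list in place of the fixed 0.01, none of the 10 lists had an adjusted p under 0.05 (0 lists, against 1 at an unadjusted p under 0.05).

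Fold changes also depended on transcript length. Over 8977 genes with a mean of at least 200 counts, the Spearman correlation of log2 fold change with transcript length was 0.24 across genes, which are not independent replicates, and that with GC content was -0.03. In the first of 5 length bins, 173 to 1844 nt, the median log2 fold change was -0.04, and in the last, 5922 to 34626 nt, it was 0.07. The ribosomal protein and nuclear respiratory chain genes have short transcripts, with medians of 827 and 763 nt. The correction for length and GC content removed part of this trend. After it the Spearman correlation with length was 0.08, and the bin medians ran from 0.01 in the first to 0.05 in the last. After the correction, the median log2 fold change was -0.02 for each of these lists, and both had a camera adjusted p of 0.275. In the same fit with the replicate block (mean correlation of same-numbered deviations -0.02) their adjusted p was 0.325. The sterol list remained lower (median -0.21, adjusted p 1.73e-05, and 2.62e-05 with the block) and the Wnt target list remained higher (median 0.14, adjusted p 0.00824, and 0.0143 with the block). The list of 13 mitochondrially encoded subunits had an adjusted p of 0.0963 before the correction (median 0.04), and 0.00213 after it (median 0.13).

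**Figure D3:**
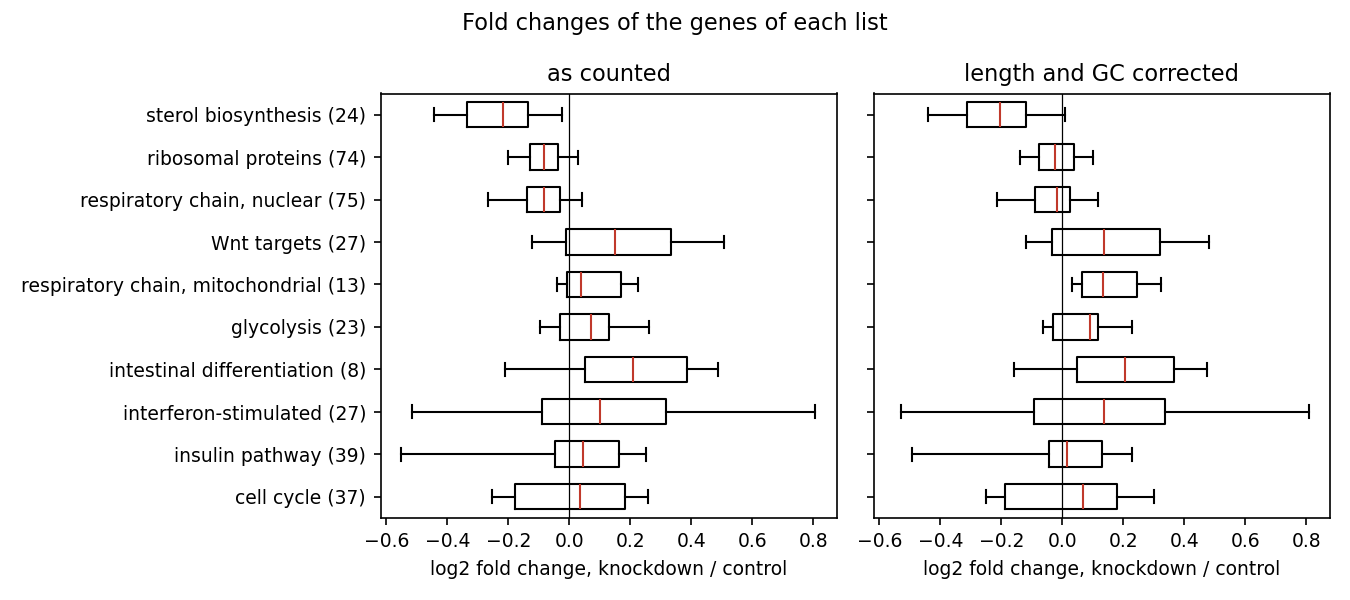
Log2 fold change of knockdown against control for the genes of each of the 10 lists (number of tested genes in parentheses), as counted on the left and corrected for length and GC content on the right; boxes span the quartiles, red lines are medians and whiskers run from the 5th to the 95th percentile. The medians of the ribosomal protein and nuclear respiratory chain lists move from -0.08 to -0.02, while that of the sterol list moves from -0.22 to -0.21.

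In the sterol list, 18 of 24 genes passed the threshold over all genes, and 18 did when p-values were adjusted over the list alone. IDI1 (log2 fold change -0.57 ± 0.06 SE), INSIG1 (-0.44 ± 0.05 SE) and FDFT1 (-0.33 ± 0.04 SE) had the smallest p-values, and the largest edgeR adjusted p of these was 3.21e-06, that of FDFT1. In the Wnt target list, 16 genes passed over all genes, 14 higher and 2 lower, and 17 over the list alone. The 2 lower genes, named after their values were seen, were SOX4 (log2 fold change -0.44, edgeR adjusted p 5.64e-07) and BAMBI (-0.15, edgeR adjusted p 0.00279). CCND1 rose from 514 ± 7.31 to 715 ± 2.43 CPM, NOTUM from 30.8 ± 2.25 to 49.1 ± 0.789 CPM and RNF43 from 104 ± 3.60 to 142 ± 9.95 CPM (SD, n = 3 each), with edgeR adjusted p-values of 7.16e-11, 1.55e-08 and 1.58e-07. AXIN2 rose by less, from 430 ± 6.30 to 463 ± 9.13 CPM (SD, n = 3 each; log2 fold change 0.14 ± 0.03 SE, edgeR adjusted p 0.000932). LGR5 was at 9.99 ± 0.517 CPM in control and 10.9 ± 0.118 CPM in knockdown, a difference that did not pass the threshold (SD, n = 3 each; edgeR adjusted p 0.240). Under the replicate block (mean correlation of same-numbered deviations -0.02), the edgeR adjusted p was 0.00634 for AXIN2, 0.283 for LGR5, 3.56e-06 for SOX4 and 0.00987 for BAMBI.

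In the nuclear respiratory chain list, 29 of 75 genes passed over all genes, 27 lower and 2 higher, and 29 passed over the list alone. The 2 higher genes, named after their values were seen, were COX7C (log2 fold change 0.38, edgeR adjusted p 5.06e-06) and ATP5F1B (0.09, edgeR adjusted p 0.0200). ATP5PB had a log2 fold change of -0.43 ± 0.04, NDUFC2 of -0.29 ± 0.05 and ATP5MC3 of -0.25 ± 0.04 (SE). In the ribosomal protein list, 36 of 74 genes passed over all genes, 35 lower and 1 higher, and 42 passed over the list alone. The higher gene, named after its values were seen, was RPL10 (log2 fold change 0.09, edgeR adjusted p 0.0202). RPL9 had a log2 fold change of -0.47 ± 0.05, RPL24 of -0.41 ± 0.04 and RPL17 of -0.33 ± 0.04 (SE). Among the 6 lower genes named from these lists, the largest edgeR adjusted p was 6.37e-05, that of NDUFC2. After the length and GC correction these 6 genes had log2 fold changes of -0.41 for ATP5PB, -0.26 for NDUFC2, -0.22 for ATP5MC3, -0.38 for RPL9, -0.32 for RPL24 and -0.23 for RPL17, and all were past the threshold in edgeR. Ribosomal protein genes have many near-identical processed pseudogenes, and how shared reads were counted is not stated, so their values are uncertain.

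The remaining 6 lists did not pass the threshold in camera: mitochondrially encoded subunits (above), glycolysis (adjusted p 0.219), intestinal differentiation (0.220), interferon-stimulated genes (0.313), insulin pathway (0.475) and cell cycle (0.590). Single genes of these lists did pass, in both directions except for the mitochondrially encoded list, where 6 genes were higher and 0 lower. In the cell cycle list, 14 genes were higher and 12 lower. Named after their values were seen, MCM2, MCM5, MCM6 and PCNA were among the lower genes, and AURKA, PLK1, KIF20A and CENPA among the higher. Apart from BIRC5, the 12 lower genes act in S phase or in entry into it, while the 14 higher genes act mostly in mitosis. This grouping was made after the values were seen, and the kinds were not tested apart. The list pools both kinds, so opposite shifts partly cancel in its camera result. That result is therefore no evidence of an unchanged cell cycle. In the insulin pathway list, 7 were higher and 6 lower, with the largest falls in IRS4 and IRS2. Of the 32 intestinal differentiation markers, 8 were expressed highly enough to be tested.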

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

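The length and GC correction was chosen after the data were seen. Under the 18 alternative fits, the log2 fold change of IRS2 ranged from -1.43 to -1.35, and its adjusted p was at most 2.67e-09. The total number of genes past the threshold ranged from 3599 (DESeq2's Wald test) to 5722 (no low-count filter), and at an adjusted p of 0.01 it was 3714. The 6 fits that each left out one replicate gave 4319 to 5256 genes. With library size alone, 40.8% of the calls were higher in knockdown, against 50.2% with TMM factors, and the median log2 fold change moved by -0.03.

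Counts that left the range of 1.5 times their value were these. DESeq2's Wald test, run on 19876 genes without the expression filter, called 1654 lower genes against 2653. Requiring a mean of at least 50 counts left 207 genes changed at least 2-fold (34 higher, 173 lower), against 678, since most of the large changes were in genes with fewer counts. Without the low-count filter 123 genes rose at least 2-fold.

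The number of lists past the threshold fell from 4 to 0 when camera estimated the correlation between genes from these 6 libraries, with 1 list at an unadjusted p under 0.05. The adjusted p-values were then 0.430 for the sterol list, 0.175 for the Wnt targets, and 0.664 for both the ribosomal proteins and the nuclear respiratory chain. With limma's fry, the sterol list (0.00309) and the Wnt targets (0.00026) passed, the ribosomal protein and nuclear respiratory chain lists had an adjusted p of 0.108, the intestinal differentiation list passed at 0.00463, and the insulin pathway list, which passed in neither test, changed direction (0.201). The length and GC correction took the ribosomal protein and nuclear respiratory chain lists to 0.275, or 0.325 with the replicate block, and brought the mitochondrially encoded list to 0.00213, or 0.00276 with the block. That list also passed without the low-count filter (0.0376), and it ranged from 0.0194 to 0.312 across the 6 fits that each left out one replicate. Over the 19 alternatives for lists, the adjusted p ranged from 5.34e-06 to 0.430 for the sterol list, from 0.00026 to 0.175 for the Wnt targets, from 1.23e-06 to 0.664 for the ribosomal proteins and from 3.43e-05 to 0.664 for the nuclear respiratory chain. The 2 camera runs differed only in the correlation between genes, so the fall from 4 lists to 0 came from estimating it. The cause of the changes under fry was not tested.

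Of 522 values for the 29 named genes other than IRS2, 519 kept their direction and their side of the threshold. INSR passed without knockdown replicate 1 (log2 fold change 0.23, adjusted p 0.0266). IGF1R, which was not past the threshold in any fit, ranged from -0.0513 to 0.125 across the 6 fits that each left out one replicate, and was -0.00184 with the length and GC correction. IRS4 stayed between -1.63 and -1.47 over the 18 alternative fits, with an adjusted p of at most 1.24e-09.

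With the replicate block, 4862 genes passed, and the deviations of same-numbered libraries had a mean correlation of -0.02. Of the 10 ways to split the 6 libraries 3 against 3, 4 part all 3 same-numbered pairs, and the others part 1 pair. Of those 4 splits, 1, the real one, gave as many genes past the threshold, as many genes past it and 2-fold, as many lists and as many list genes. A share of 1 in 4 or 1 in 10 cannot go under 0.05. The 9 other splits gave at most 1 gene past the threshold, with 105 to 540 genes at an unadjusted p under 0.05. Each of the 9 gave from 1 to 3 lists past the threshold, although 8 of them had 0 genes past it. Each of these splits sets 2 libraries of a group against 1, so it still carries part of the difference between groups. Its lists therefore cannot show how often lists are called without a difference between groups. Whether these lists come from the remaining difference was not tested.

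Thinning to equal depth left 4960 genes past the threshold, 4799 of them called in the same direction at full depth.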

Other observations

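The tests in this part were chosen after the patterns were seen. For the comparison of words between single library pairs and for the spread of the falls in replicates 2 and 3, what each explanation would give was set down before the result was known.

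Genes with certain short words in the 3′ untranslated region fell together in knockdown. For 8754 genes with a mean of at least 200 counts, the log2 fold change was adjusted for transcript and untranslated region length and for GC content, and the genes with each 7-base word were compared with the rest. Of 16263 words, the 3 lowest overlap one another: ACGGAGA (z -8.01), TACGGAG (z -7.21) and ATACGGA (z -6.71). The lowest 8-base word was TACGGAGA, in 45 genes with a mean shift of -0.22 on the log2 scale. Of these 45 genes, 26 (57.8%) were lower and past the threshold, against 16.7% of the genes without the word, and 7 were higher and past it. DDHD1 (-0.89), MTSS2 (-0.72) and USP22 (-0.58), named after their values were seen, had the largest log2 falls among them. Chance among many words did not account for this, since 0 of 200 permutations of the changes among genes gave a word as low. Noise between libraries did not either. The lowest z of any word in the 6 within-group library pairs was -4.51, while ACGGAGA was the lowest word in each of the 9 control-knockdown pairs, with z from -7.87 to -7.07. These pairs share libraries and are not independent.

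The labels do not say how IRS2 was lowered. If a small RNA was used, a candidate explanation is pairing of its seed with other transcripts, a known off-target effect of RNA interference. If that were the source, the word would be expected in IRS2 itself. TACGGAGA occurs 1 time in the IRS2 transcript, at positions 2424 to 2431 of 8156, within the coding sequence (531 to 4544). The share of tested transcripts of 7000 to 9500 nt that hold this word was 3.39%. ATACGGA and the next lowest 8-base word, ATACGGAG (z -5.92), occur 0 times in the IRS2 transcript, so the match does not extend to all of the lowest words. The match of TACGGAGA is consistent with the explanation but does not prove it, since any other difference between the groups that acts through this word would look the same. At least 1 of the 3 lowest words was present in 128 of the 1482 lower genes of this test (8.64%), and in 412 of all 8754 genes (4.71%). The excess over genes without these words came to 4.12% of the lower genes. Shorter words, coding sequences and genes with fewer counts were not included in this number, so it is no bound on all of the falls. In simulated data, a planted shift of 0.1 was recovered as the lowest word for 9 of 10 words.

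Other words went up. The highest 8-base words were GCACTTTA (z 7.25, 525 genes) and TGCACTTT (z 6.88, 698 genes), which contain the site matched by the seed of the miR-17 family. The 7-base word they share, GCACTTT, had a z of 6.66, against a highest z of 5.99 for any 7-base word over the 200 permutations. Words of 8 bases were not permuted. The next highest, TGAAGAGC (z 5.38) and GAAGAGCA (z 5.35), lie under the highest z that permuted 7-base words reached. No explanation was tested for these words.

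Large falls outnumbered large rises, 597 to 81, or 7.37 falls per rise. Deeper knockdown libraries do not account for this, since after thinning to equal depth there were 7.77 falls per rise. After the length and GC correction there were 7 falls per rise (7.06 with the replicate block), and the smallest value over 3 other scalings was 7.35. Over the alternative fits the ratio was lowest, 5.09, when a mean of at least 50 counts was required. It shrank further with expression: 14 genes fell and 11 rose at least 2-fold with a mean from 200 up to 500 counts, and 7 fell and 6 rose from 500 counts. Among 2-fold falls with a mean of at least 100 counts, the 5th percentile of the log2 fold change was -1.93 and the lowest was -2.27. A candidate explanation is that some cells were lost from the culture, or that a share of cells was left unaffected, which would lower many genes by 1 shared factor. In a test of this, 177 genes that fell by at least 1.3 (log2) in replicate 1 had a median of -1.67 in replicates 2 and 3. Their SD was 0.402 against 0.197 from counting alone, an excess of 0.351. The 24 genes that rose by at least 1.3 in replicate 1 had a wider spread, with an SD of 0.767 against 0.203 and an excess of 0.740. Both sets had a minimum of 50 counts. The excess of the falls also holds ordinary variation between cultures. Genes expressed in both kinds of cell would widen the spread too, so the explanation can be neither excluded nor favoured. The log2 fold change of IRS2 itself, -1.39, lies in the range of these falls (5th to 95th percentile -2.19 to -1.05). The set was chosen by the size of its falls, so any gene that fell about as much as IRS2 would lie there. The place of IRS2 in this range therefore says nothing for or against the explanation.

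Marker lists for mesenchymal and neuronal cells, written after some of their genes were known to fall, were tested as candidate sources. The 26 tested mesenchymal markers had a median log2 fold change of -0.58, and 19 were below 0. The share of 10000 random lists matched on expression with a median as low was 0%. The 19 tested neuronal markers had a median of -0.35, 15 were below 0, and the share was 0.05%. Because some members were chosen knowing that they fell, these shares cannot count as evidence for a lost cell type. A change of expression within the cancer cells and a change in the mixture of cells cannot be told apart with these data either.

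XIST, the RNA that coats and silences an X chromosome, was chosen after its values were seen. It fell from 555 ± 46.1 to 150 ± 27.7 CPM (SD, n = 3 each), a log2 fold change of -1.87 ± 0.08 (SE). Reactivation of X-linked genes might follow. The 341 X-linked genes with a mean of at least 100 counts had a median log2 fold change of 0.03, against 0.01 for the typical matched random list, higher than or equal to 95.01% of 10000 such lists. Of these genes, 150 fell. The result lies at the limit of 95% set for the test, and another random draw could fall on its other side. The lists were matched on expression and not on transcript length. Median log2 fold changes ran from -0.04 in the shortest to 0.07 in the longest of the length bins. X-linked reactivation is therefore neither shown nor excluded.

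The fall of the ribosomal protein and nuclear respiratory chain lists depends on the length and GC correction. Both had a camera adjusted p of 0.275 after the length and GC correction, and both are made of short transcripts. A technical length bias, for example from fragment size or RNA quality, may therefore explain their shift. A true drop shared by short transcripts would look the same. The list of 13 mitochondrially encoded subunits was also short (median 784 nt) but was not lower before the correction, with a median log2 fold change of 0.04. This does not argue against a length bias, since a rise of these genes could have hidden one. After the correction their median was 0.13 (camera adjusted p 0.00213). The sterol list (adjusted p 1.73e-05 after the correction) and the Wnt target list (0.00824) still passed. The correction left a Spearman correlation with length of 0.08, so a remaining length effect on lists other than the sterol list is not excluded. After it, the median log2 fold changes of the 5 length bins lay between 0.01 and 0.05. The sterol list had a median of -0.21, outside this range and opposite in sign, which argues against length as the source of its fall. The Wnt target list had a median of 0.14, above the range, so a length effect may have added to its rise but did not match its size. The 6 lower genes named from the ribosomal and respiratory chain lists also stayed past the threshold after the correction.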
